A study of Mus musculus with 4 samples.

How the data were processed

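RNA was sequenced from mouse lung endothelial cells of the C57BL/6 strain grown in medium with 10% serum, treated with control or GR siRNA for 48 h and with or without 100 nM dexamethasone for 18 h. Total RNA was isolated, per the labels' protocols. There were 4 samples, 1 per condition, and 1 gene table for the whole series. The series design states 3 replicates for each of the 4 conditions, while the table has 1 column per condition and the column names carry no replicate number. Each column was therefore taken as the authors' value for its condition, with no SD, n or test.

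The deposited values are FPKM per gene, in 4 columns of 23997 genes. Per the submitters' processing notes the tools were TopHat2, a spliced read aligner, and Cuffdiff, which estimates FPKM and compares conditions, on the mm10 genome; versions, annotation, strand setting, filters and the handling of replicates are not given in the sources used here. FPKM divides by gene length and by library size, so it keeps no read counts. It also assigns reads that match several genes by an estimate, which can move large amounts between near-identical genes, and is unstable for transcripts not much longer than a fragment. No row is a total or an unassigned class.

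No read depth is given. Among genes under 0.1 FPKM, the ratio of values between columns peaks where both hold 1 fragment, and this gave the columns' relative depth: the modal ratio to GR siRNA was shared, within 0.2%, by 319 of 1656 low genes for control siRNA, 413 of 1941 for control siRNA with DEX and 401 of 1885 for GR siRNA with DEX. Low values in the shallowest column, control siRNA, are the least precise.

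Genes were kept for a comparison if they had at least 1 FPKM in at least 1 of the columns compared (11445 over all 4; 6140 genes were 0 in all). Differences were taken on log2(FPKM + 1), which understates differences of genes of low abundance, and genes were counted at 2-fold on that scale. Comparisons were DEX against no DEX within each siRNA arm, GR siRNA against control siRNA without and with DEX, and the interaction. With 1 column per condition there is no p-value. The design fixed in advance held limma for the case of replicate columns, and it was not used.

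There were 24 gene lists fixed before the data were examined, with 585 symbols, of which 11 were not in the table: GR-induced targets, GR-repressed inflammatory genes, Wnt ligands, Wnt receptors and transducers, Wnt antagonists, beta-catenin targets, endothelial identity, junctions, Notch, angiogenesis, vascular tone and thrombosis, extracellular matrix and TGF-beta response, interferon-stimulated genes, cell cycle, circadian clock, stress responses, cholesterol synthesis, glycolysis and hypoxia, ribosomal proteins, nuclear receptors, and markers of fibroblasts and mural cells, lung epithelium, leukocytes and lymphatic endothelium. Some genes stand in more than 1 list. For each list the median difference was placed among 10000 random lists of the same size matched on mean expression in 20 bins; the percentile describes these columns and is not a test of the treatment. With 119 medians from 24 lists and 5 comparisons (Wnt ligands had too few members for DEX in GR siRNA cells), some extreme percentiles arise by chance.

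The naming rule, fixed before the data were examined, took Nr3c1; among genes of at least 5 FPKM in 1 of the columns compared, the 12 largest differences on each side for DEX in control siRNA cells, 8 on each side for the other 2-column comparisons and 6 on each side for the interaction; up to 4 members of each list with the largest differences; and any member of the Wnt lists and the lists of other cells. Predicted genes, clone names, symbols joining several genes and small RNAs of the Mir, Snor and n-R5 families were counted and not named. Fkbp5, Sgk1, Klf9, Sqle and Stard4 are members of the lists outside that rule, chosen after their values were seen. Axin2 and Lef1 were also chosen after their values were seen, although the rule allows any member of the Wnt lists.

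Genes were matched to GENCODE release M21 (coordinates of the mm10 assembly, 1-based): 22694 by symbol, 929 by synonym and 374 not at all. The fraction of each gene's 31-mers found in another gene and its longest transcript were computed from the annotated transcripts. Long, unshared genes are those with under 10% shared 31-mers and a longest transcript of at least 300 nt (8615 of the 11445). For 6791 genes of at least 5 FPKM and unshared sequence, 16082 7-mers present in at least 30 of the longest annotated 3′ untranslated regions of at least 50 nt were scanned; z is the partial correlation across genes of the log2 difference, limited to 1 in size, with the presence of the 7-mer, adjusted for length and GC content of the region and scaled to the number of genes.

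The counting and list steps were tested on simulated data for GR siRNA without DEX over 11445 genes: 66 of 66 genes given a 2.5-fold change and 66 of 66 given a 4-fold change were called at 2-fold, as were 0 of 68 given 1.5-fold and 0 of 11245 unchanged genes. Whether the simulation held the spread between columns of these data was not tested. It therefore checks that the steps run correctly and says little about the reliability of the 2-fold counts. At a threshold of 1.5-fold, 25 of the 68 genes given 1.5-fold were recovered, so counts at 1.5-fold miss genes near that size. A list of 25 genes shifted by −0.3 lay at percentile 0, and 3.5% of 200 unshifted lists fell outside percentiles 2.5 to 97.5. Alternatives were a pseudocount of 0.1, no filter, a minimum of 5 FPKM, rescaling by upper quartile and by median of ratios, and thresholds of 1.5-fold and 3-fold; leaving out short or sequence-sharing genes, and genes with a particular 3′ sequence, were added after the data were seen. Software was Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.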

Results

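RNA abundance was measured by RNA sequencing of total RNA from lung endothelial cells of C57BL/6 mice, the cells that line the blood vessels of the lung. The cells were treated for 48 h with a control siRNA or with an siRNA against the glucocorticoid receptor (GR, gene Nr3c1), a transcription factor that is switched on by steroid hormones. Part of the cultures received dexamethasone (DEX), a synthetic glucocorticoid that binds GR, at 100 nM for 18 h. This gave 4 conditions: control siRNA, control siRNA with DEX, GR siRNA, and GR siRNA with DEX. The series names GR in endothelial cells and the Wnt signalling pathway as its subject.

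The submitters describe 4 conditions in triplicate, and the expression table used here holds 1 column of FPKM (fragments counted relative to transcript length and library size) per condition for 23997 genes. The sample descriptions end in R1, and whether a column is 1 of the replicates, a mean or a merged library is not given in the sources used here. No spread between replicates, n or p-value can therefore be given for any value, and every difference stated is one between 2 columns with no replicate check. The columns summed to 566428, 566610, 537772 and 556909 FPKM, in the order of the conditions given above, and held 15791, 16581, 16315 and 16211 genes above 0. Between 11095 and 11205 genes reached 1 FPKM in each column, and 11445 did so in at least 1. The FPKM value of a single fragment in genes of low abundance placed the relative depth of the columns at 0.671, 0.962, 1 and 0.811, with GR siRNA as the reference. The absolute number of reads is unknown.

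Nr3c1 was lower in both GR siRNA columns. It is encoded on the minus strand of chromosome 18 at 39410545 to 39519421 in mm10 (ENSMUSG00000024431.15). Its level was 14.4 FPKM with control siRNA and 14.3 FPKM with control siRNA and DEX, against 5.45 FPKM with GR siRNA and 5.32 FPKM with GR siRNA and DEX. On the log2(FPKM + 1) scale the difference was −1.26 without DEX and −1.28 with DEX, so the targeted mRNA followed the siRNA labels.

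The comparison of GR siRNA with control siRNA asks what these cells express when less GR mRNA is present. Genes known to be switched on by GR were lower in the GR siRNA columns even where no DEX had been added. Fkbp5, a co-chaperone of GR and one of its best known targets (chromosome 17, 28399094 to 28517527), was 92.2 FPKM with control siRNA and 55.9 FPKM with GR siRNA. Tsc22d3, which encodes the anti-inflammatory protein GILZ (X chromosome, 140539528 to 140600659), was 50.7 and 24.5 FPKM. The circadian gene Per1 was 15.1 and 7.91 FPKM, and Zbtb16, a zinc finger transcription factor, was 3.93 and 0.90 FPKM. With DEX in both arms the same 4 genes stood at 94.9 and 54.1, 57.9 and 26.2, 16.5 and 7.99, and 3.61 and 0.72 FPKM.

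Over the list of GR-induced targets fixed before the data were examined, the median difference between GR siRNA and control siRNA was −0.33 without DEX and −0.42 with DEX, on 29 measured members. Both medians lay below those of all 10000 random lists matched on expression (percentile 0). In both DEX states 21 members were lower and 6 were higher, and 8 were at least 1.5-fold lower in both. Lcn2, encoding the iron-binding protein lipocalin 2 (chromosome 2, 32384633 to 32388252), differed most, with 12.2 FPKM against 1.26 without DEX and 10.2 against 1.26 with DEX. Cebpb, an inflammatory transcription factor with a fraction of 0.196 of its 31-mers shared with other genes, was 53.5 against 25.9 FPKM and 60.4 against 22.6 FPKM. The hypoxia and stress gene Ddit4 was 373 against 238 FPKM and 440 against 251 FPKM. The kinase gene Sgk1 (645 against 491 FPKM without DEX) and Klf9 (42.3 against 30.9 FPKM) had smaller differences. Angptl4, which encodes an inhibitor of lipoprotein lipase, went the other way, with 4.98 against 12.9 FPKM without DEX and 5.91 against 12.2 FPKM with DEX. Without the members that share sequence or have short transcripts, the median with DEX was −0.30.

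**Figure D1:**
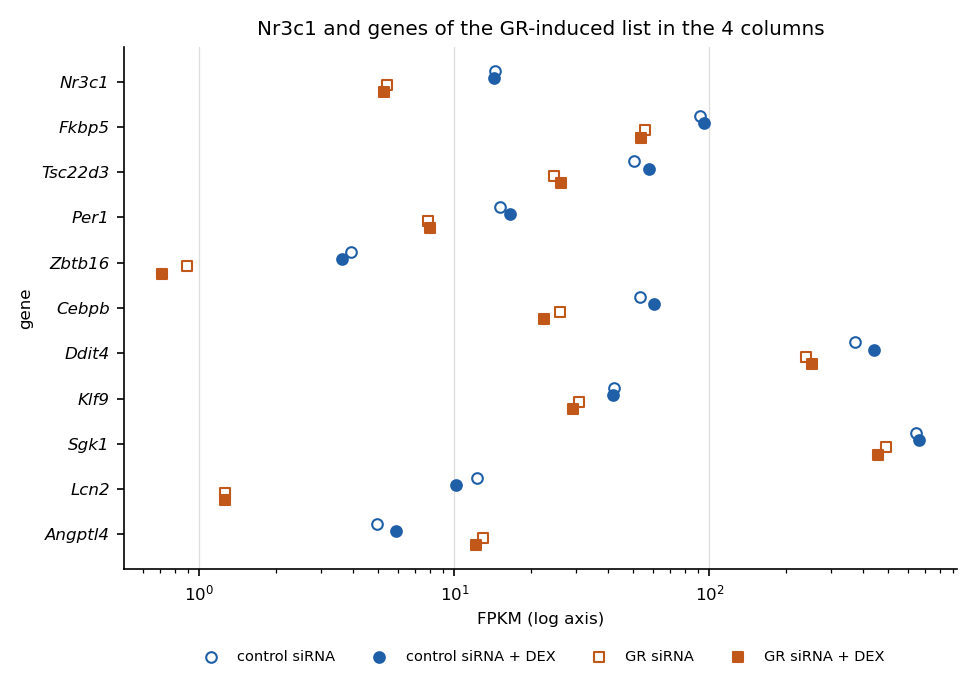
Deposited FPKM (log axis) of Nr3c1 and of 10 genes of the GR-induced list, with 1 point per condition: circles are control siRNA, squares GR siRNA, open symbols without DEX and filled symbols with DEX. Squares lie left of circles for every gene drawn except Angptl4, while open and filled symbols of the same shape lie close together; Nr3c1 runs from 5.32 to 14.4 FPKM.

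Across all genes, 89 were at least 2-fold higher and 81 at least 2-fold lower with GR siRNA among 11325 tested without DEX. With DEX, 65 were higher and 88 lower among 11344. Many of these are short RNAs or share sequence with other genes. Among long, unshared genes (a class set after the data were seen: matched to the annotation, longest transcript of at least 300 nt and under 10% of 31-mers in another gene), 28 were higher and 22 lower of 8555 without DEX, and 26 higher and 21 lower of 8572 with DEX. In this class the differences without and with DEX, which share no column, had a Spearman rho of 0.795 and a Pearson r of 0.867 across 8615 genes, which are not independent replicates. At 1.5-fold, 124 of these genes were higher in both states, against 3.71 if the states were independent, 135 were lower in both, against 3.76, and 0 went in opposite directions. Over all 11445 genes rho was 0.744 and r was 0.286.

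Fabp5, which encodes a fatty acid binding protein, was 11.4 against 34.0 FPKM without DEX and 11.5 against 35.0 FPKM with DEX (log2 difference 1.53 with DEX). Scd1, encoding stearoyl-CoA desaturase, was 11.1 against 26.9 FPKM without DEX and 9.20 against 26.9 FPKM with DEX. Tmem37, Slc12a8, Txnrd3, Serpinb9b and Sprr2b were also among the largest, with log2 differences without DEX of 1.45, 1.33, 1.23, 1.01 and 1.78. With DEX the same 5 genes stood at 1.25, 1.40, 1.26, 1.35 and 2.31; fractions of 0.319 of the 31-mers of Sprr2b and 0.11 of those of Serpinb9b are shared with other genes, as is 0.175 for Wdr92. Lower genes included Lcn2 (−2.55 without and −2.30 with DEX) and Lrg1, which encodes a secreted glycoprotein that acts on blood vessels (19.4 against 3.98 FPKM and 20.3 against 4.78 FPKM). Thrsp, a regulator of lipid synthesis, was 18.1 against 3.96 FPKM and 18.0 against 4.08 FPKM. Ucp2, an uncoupling protein of mitochondria, was 56.2 against 19.3 FPKM and 69.9 against 18.4 FPKM, and Wdr92 was 43.8 against 12.6 FPKM and 42.5 against 13.4 FPKM. The remaining genes named by rank in the comparison without DEX had a longest transcript under 300 nt or shared 10% or more of their 31-mers: BC002163, Rps27rt, AF357399, Atp6v0c-ps2 and Eno1b were higher, and Rps27, Eif3j1, Atp6v0c, Rmrp, Ndufs5 and Snhg9 lower. With DEX, the corresponding genes were Bc1 and Rpl26 (higher) and AF357399, BC002163 and Atp6v0c-ps2 (lower).

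Genes of cholesterol synthesis were higher with GR siRNA. Of 21 measured members, 20 were higher in both DEX states, 5 of them by at least 1.5-fold in both, and Stard4 was the exception (48.8 against 48.4 FPKM and 47.8 against 45.4 FPKM). The list median was 0.40 without DEX and 0.46 with DEX, above all 10000 random lists in each case (percentile 100). Farnesyl diphosphate synthase (Fdps) was 40.9 against 65.5 FPKM without DEX and 40.3 against 73.4 FPKM with DEX. Lanosterol demethylase (Cyp51) was 13.98 against 22.8 FPKM and 12.8 against 22.8 FPKM, and squalene epoxidase (Sqle) was 45.1 against 67.7 FPKM and 44.4 against 70.3 FPKM. Genes of glycolysis and hypoxia had medians of 0.11 (percentile 99.6) and 0.16 (percentile 100); restricted to members of at least 5 FPKM the first was −0.0068, and without short or sequence-sharing genes they were 0.24 and 0.29. Hexokinase 2 (Hk2) was 3.77 against 6.17 FPKM without DEX, while Pdk1, a kinase that restrains pyruvate oxidation, was 21.4 against 13.9 FPKM.

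Cell cycle genes were slightly lower with GR siRNA. Of 28 measured, 24 were lower and 2 higher in both DEX states, and none was 1.5-fold lower in either. The list medians were −0.25 and −0.24, below all random lists (percentile 0). Kif11, a mitotic motor, was 47.9 against 34.0 FPKM without DEX and 45.5 against 32.8 FPKM with DEX, and cyclin A2 (Ccna2) was 108 against 77.2 FPKM and 109 against 80.3 FPKM. Genes of the extracellular matrix and the response to TGF-beta had medians of 0.26 (percentile 100) and 0.15 (percentile 99.99), with 18 of 28 members higher and 8 lower in both DEX states. The collagen gene Col8a1 was 48.0 against 103 FPKM without DEX and 51.2 against 96.8 FPKM with DEX, Tgfb3 was 8.42 against 16.2 FPKM and 8.78 against 16.9 FPKM, and elastin (Eln) was 3.35 against 7.10 FPKM without DEX. Markers of fibroblasts and mural cells moved with them: 5 members were measured, with medians of 0.36 (percentile 99.19) and 0.40 (percentile 99.63), which were 0.13 and 0.0689 with no filter on low values. Dcn was 0.39 against 1.99 FPKM and 0.30 against 2.73 FPKM, and Acta2 was 5.65 against 8.82 FPKM and 5.60 against 7.71 FPKM.

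Inflammatory genes that GR is known to repress showed no common direction with GR siRNA alone, with a median of −0.03 (percentile 35.35), while with DEX in both arms 10 of 16 were higher and 6 lower with GR siRNA, with a median of 0.25 (percentile 99.97). In both DEX states 8 were higher and 6 lower, with Ccl7, below 1 FPKM without DEX, among the 8. Cxcl12, a chemokine of blood vessels (chromosome 6, 117168535 to 117181367), was 101 against 219 FPKM without DEX and 97.55 against 223 FPKM with DEX. The adhesion molecule Selp was 33.0 against 50.4 FPKM and 28.4 against 50.3 FPKM, and the chemokine Ccl5 was 4.69 against 6.35 FPKM and 3.83 against 7.96 FPKM. Cxcl10 went the other way, with 6.94 against 3.66 FPKM and 6.02 against 4.76 FPKM. With no filter on low values the median with DEX was 0.05, and without genes that hold TTCTGAA or TCTGAAA in the 3′ untranslated region it was 0.58. The median without DEX was 0.09 among members of at least 5 FPKM.

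Among the Wnt lists, the ligand Wnt9b and the receptor Fzd4 were lower with GR siRNA, and most members of the receptor and target lists differed little. Wnt9b (chromosome 11, 103727364 to 103749821), the most abundant of 3 measured ligands, was 17.5 against 10.1 FPKM without DEX and 19.0 against 10.3 FPKM with DEX (log2 differences −0.74 and −0.82). Fzd4 (chromosome 7, 89404355 to 89413134), the frizzled receptor for norrin in endothelium, was 65.97 against 50.4 FPKM and 64.8 against 44.8 FPKM. Its co-receptor Tspan12 was 41.6 against 49.9 FPKM and 42.4 against 53.9 FPKM, and Fzd9 was 6.32 against 5.39 FPKM and 7.82 against 4.86 FPKM. Beta-catenin itself (Ctnnb1) was 412 against 425 FPKM without DEX and 405 against 407 FPKM with DEX. The antagonist Dkk2 was 23.0 against 29.5 FPKM and 23.4 against 30.02 FPKM. Of the beta-catenin targets, Tcf7 was 2.46 against 1.72 FPKM and Birc5 132 against 104 FPKM without DEX, while Ccnd1 was 199 against 196 FPKM. Axin2 and Lef1, widely used readouts of the pathway, were below 0.1 FPKM in every column.

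The Wnt list medians without and with DEX were −0.28 (percentile 3.94) and −0.10 (percentile 21.03) for the ligands, and 0.07 (percentile 95.72) and −0.01 (percentile 49.42) for 24 receptors and transducers. For the antagonists, with 6 measured in each DEX state, they were 0.09 (percentile 83.48) and −0.02 (percentile 45.38). The 6 were not the same genes in both states, so these medians compare different sets. The 7 members measured in either state were Frzb, Dkk2, Kremen1, Tle1, Tle2, Tle3 and Tle4. For 12 beta-catenin targets the medians were −0.04 (percentile 37.65) and −0.10 (percentile 5.64). Medians of the ligand and antagonist lists rest on few members and changed sign under other filters: the ligand median without DEX was 0.02 with no filter on low values, and the antagonist median without DEX was −0.02. The antagonist median with DEX was 0.13 among members of at least 5 FPKM and 0.15 after upper quartile rescaling.

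**Figure D2:**
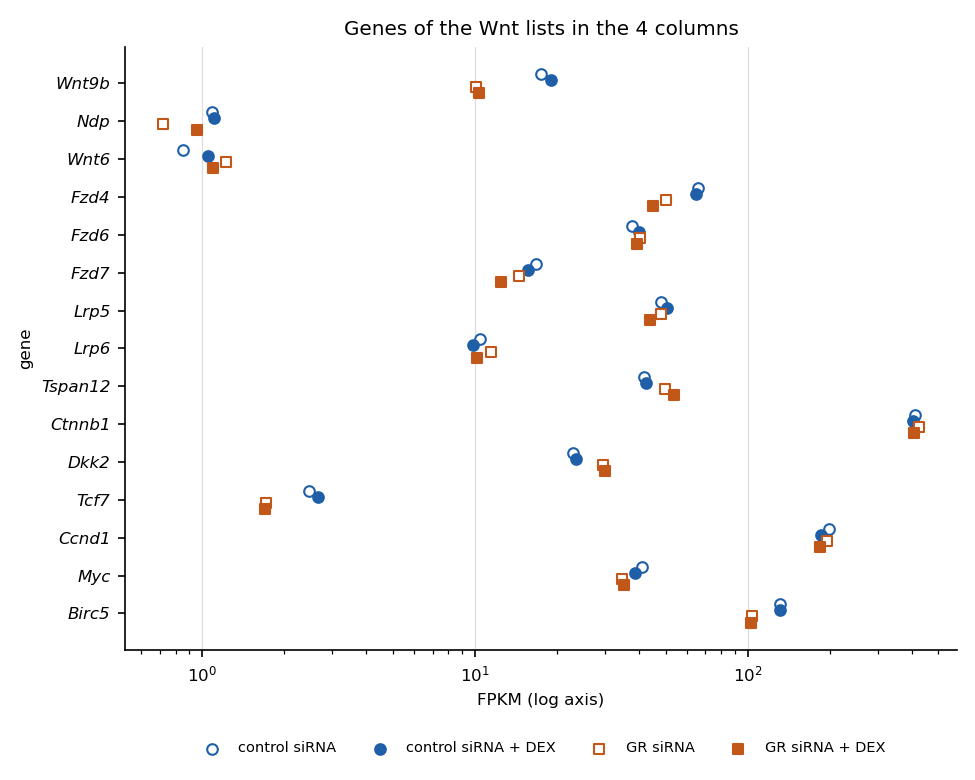
Deposited FPKM (log axis) of 15 genes of the Wnt lists, with 1 point per condition: circles are control siRNA, squares GR siRNA, open symbols without DEX and filled symbols with DEX. Wnt9b stands at 17.5 and 19.0 FPKM with control siRNA and at 10.1 and 10.3 FPKM with GR siRNA, and Ctnnb1 lies between 405 and 425 FPKM in all 4.

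Several genes of vascular function were higher or lower with GR siRNA. Plat, which encodes tissue plasminogen activator, was 144 against 65.97 FPKM without DEX and 155 against 71.3 FPKM with DEX. The endothelin receptor Ednrb was 607 against 310 FPKM and 613 against 307 FPKM, and angiotensin converting enzyme (Ace) was 51.2 against 31.1 FPKM and 47.9 against 29.2 FPKM, while prostacyclin synthase (Ptgis) was 33.6 against 54.7 FPKM and 31.2 against 52.0 FPKM. The list of vascular tone and thrombosis genes had medians of 0.02 (percentile 83.0) and 0.02 (percentile 74.99). In the angiogenesis list, with medians of 0.08 (percentile 98.6) and 0.03 (percentile 82.63), the second of which was −0.021 at 5 FPKM and 0.17 without genes that hold TTCTGAA or TCTGAAA in the 3′ untranslated region, the lymphangiogenic factor Vegfc was 29.4 against 61.8 FPKM and 31.8 against 68.8 FPKM, and the VEGF co-receptor Nrp1 was 12.1 against 23.5 FPKM and 12.5 against 22.3 FPKM. Igfbp3 was 438 against 254.9 FPKM and 414 against 259 FPKM. Junction genes had medians of −0.06 (percentile 23.64) and −0.04 (percentile 24.87), with connexin 37 (Gja4) at 7.64 against 18.5 FPKM and connexin 43 (Gja1) at 33.6 against 21.5 FPKM without DEX. Notch pathway genes had medians of 0.01 (percentile 65.65) and −0.11 (percentile 6.43), and Jag1 was 28.0 against 41.8 FPKM without DEX. The Notch median without DEX was −0.029 at 5 FPKM, and the one with DEX was −0.0075 with no filter. Endothelial identity genes had medians of −0.05 (percentile 54.8) and −0.06 (percentile 11.04), with claudin 5 (Cldn5) at 493 against 368 FPKM and 525 against 332 FPKM. Lymphatic endothelial markers, 3 of them measured, had medians of −0.44 (percentile 0.89) and −0.57 (percentile 0.295), −0.0539 and −0.0326 with no filter, with Lyve1 at 373 against 191 FPKM and 348 against 192 FPKM.

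The remaining lists had small medians with GR siRNA. Interferon-stimulated genes had −0.07 (percentile 12.93) and −0.02 (percentile 42.1), with Ifit1 at 31.9 against 15.3 FPKM and Rsad2 at 22.2 against 11.8 FPKM without DEX. Circadian clock genes had 0.04 (percentile 72.0) and 0.17 (percentile 99.3), the second of which was −0.02 among members of at least 5 FPKM; Nr1d1 was 3.30 against 5.44 FPKM without DEX. Integrated stress and unfolded protein response genes had 0.00 (percentile 75.69) and 0.01 (percentile 67.43). Cytosolic ribosomal protein genes had −0.16 (percentile 0.975), with 27 of 29 lower, without DEX and −0.05 (percentile 23.01) with DEX. Nuclear receptor and GR co-factor genes, Nr3c1 among them, had 0.07 (percentile 95.98) and 0.00 (percentile 61.58). Lung epithelial markers (4 measured) had 0.10 (percentile 75.83) and −0.01 (percentile 41.94), and leukocyte markers (3 measured) had 0.13 (percentile 85.5) and 0.11 (percentile 80.31). The epithelial median without DEX was −0.0043 with no filter, and the one with DEX was 0.012 after upper quartile rescaling.

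Several genes named as lower with GR siRNA carry TTCTGAAA, or the first or last 7 bases of it, in their longest annotated 3′ untranslated region, a property looked at after the values were seen. TTCTGAAA is present for Ednrb, Igfbp3, Gja1, Ifit1, Rsad2 and Cxcl10, TTCTGAA for Sgk1, Klf9, Thrsp, Birc5 and Ccna2, and TCTGAAA for Ddit4. No such 7-mer was found for Fkbp5, Tsc22d3, Per1, Zbtb16, Cebpb, Lcn2, Lrg1, Ucp2, Wdr92, Plat, Ace, Wnt9b, Fzd4, Fzd9, Tcf7, Kif11, Cldn5, Lyve1 or Pdk1.

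**Figure D3:**
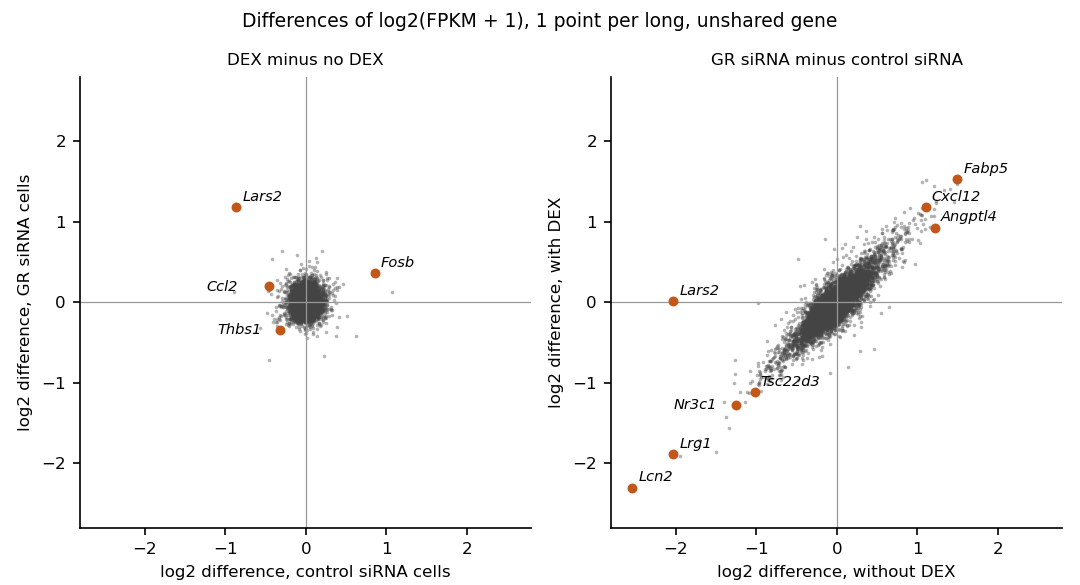
Differences of log2(FPKM + 1) across 8615 long, unshared genes, 1 point per gene: DEX minus no DEX in GR siRNA cells against control siRNA cells (left), and GR siRNA minus control siRNA with DEX against without DEX (right). The left cloud is centred on 0 with a Spearman rho of 0.04, and the right cloud runs along the diagonal with a rho of 0.795.

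The comparison of DEX with no DEX in control siRNA cells asks which genes respond to the added glucocorticoid while GR mRNA is at its control level. Few genes differed, and GR target genes that were lower with GR siRNA differed little with DEX. Fkbp5 was 92.2 FPKM without DEX and 94.9 FPKM with DEX, and Tsc22d3 was 50.7 and 57.9 FPKM. The median of the GR-induced list was 0.04, with 18 of 29 members higher, none of them by 1.5-fold; it lay at percentile 99.55 of random lists. Inflammatory genes of the GR-repressed list were slightly lower with DEX, in 13 of 15 members, with a median of −0.11 (percentile 0.02). The monocyte chemokine Ccl2 (chromosome 11, 82035571 to 82037453) was 33.7 FPKM without DEX and 24.4 FPKM with DEX, a log2 difference of −0.45, and Ccl5 was 4.69 and 3.83 FPKM.

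Of 11227 genes tested in control siRNA cells, 62 were at least 2-fold higher and 32 at least 2-fold lower with DEX, and the median size of the difference over all genes was 0.05 log2 units. In the long, unshared class, 1 of 8474 genes was 2-fold higher and 0 were lower; the 1 gene, named after its values were seen, was the non-coding Scarletltr, at 0.453 FPKM without and 2.05 FPKM with DEX. The naming rule gave on the higher side AF357399, BC002163, Rps27rt, Pet117 and Atp6v0c-ps2, all short or sharing sequence. It also gave Fosb, an immediate early transcription factor (6.67 and 12.9 FPKM, log2 difference 0.86), Tdg (5.30 and 8.29 FPKM), Ass1 of the urea cycle (22.1 and 32.6 FPKM), Fos (6.41 and 8.68 FPKM), Cbr2, the nuclear non-coding RNA Neat1 (130 and 167 FPKM) and Cox7c. On the lower side it gave Eif3j1, Rpph1, Rn45s, Lars2, Npcd and Rmrp, as well as Ankrd1, a target of mechanical and YAP signalling (19.4 and 12.8 FPKM), Ccl2, Rmnd1, Zbp1, Aldh1l2 and Moap1, with log2 differences of −0.57 for Ankrd1 and −0.40 for Moap1. Shared 31-mers made up fractions of 0.48 for Tdg, 0.431 for Ass1, 0.857 for Moap1, 0.244 for Rmnd1, 0.246 for Cox7c, 0.1497 for Cbr2 and 0.1466 for Aldh1l2.

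Other lists with a low median in control siRNA cells were stress response genes (−0.07, percentile 0), with Asns at 138 and 120 FPKM, junction genes (−0.07, percentile 0.01), interferon-stimulated genes (−0.05, percentile 0.20) and angiogenesis genes (−0.04, percentile 0.67), with the peptide gene Apln at 42.6 and 33.9 FPKM; ribosomal protein genes had a higher one (0.03, percentile 98.7). Endothelin 1 (Edn1) was 7.69 and 5.63 FPKM, and the secreted matrix genes Cyr61 and Thbs1 were 54.4 and 41.7 FPKM and 14.9 and 11.8 FPKM. No member of any of the 24 lists differed by 1.5-fold with DEX in control siRNA cells. Among the Wnt lists, medians were 0.11 for ligands (percentile 94.6), 0.02 for receptors (percentile 90.49), 0.03 for antagonists (percentile 78.2) and −0.01 for beta-catenin targets (percentile 24.91). The largest Wnt receptor difference was in Fzd9, with 6.32 and 7.82 FPKM.

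In GR siRNA cells, the comparison of DEX with no DEX asks what the hormone does when GR mRNA is reduced. GR targets again differed little: the GR-induced list had a median of 0.00 (percentile 48.6), with 14 of 27 members higher. Fkbp5 was 55.9 FPKM without and 54.1 FPKM with DEX, and Tsc22d3 was 24.5 and 26.2 FPKM. Inflammatory genes of the GR-repressed list were slightly higher, in 10 of 15 members, with a median of 0.07 (percentile 98.1); Il6 was 2.12 and 3.68 FPKM and Ccl2 was 41.6 and 47.9 FPKM. Notch pathway genes were lower in 13 of 13 members, with a median of −0.08 (percentile 0.29) and Notch4 at 62.0 and 52.0 FPKM. Cytosolic ribosomal protein genes were higher in 29 of 29 members, with a median of 0.13 (percentile 99.65) and Rpl32 at 2053 and 2482 FPKM. Structured RNAs also differed between these columns. Rn45s was 577 and 1316 FPKM, Rpph1 4.81 and 10.1 FPKM and Rmrp 1.77 and 10.4 FPKM. Each of these RNAs was highest with control siRNA (2181, 18.8 and 17.2 FPKM) and lowest with GR siRNA. Whether DEX or a difference between the columns as a whole caused this was not tested. The GR siRNA column had the lowest total FPKM of the 4, so the ribosomal protein medians that use it are uncertain. The same limit holds for other small list medians that use that column, such as those of Notch, matrix and Wnt receptor genes, and for interactions.

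Matrix genes had a median of −0.12 in GR siRNA cells (percentile 0), with Thbs1 at 14.9 and 11.6 FPKM; fibroblast and mural markers had −0.14 (percentile 0.98), which was 0.0060 without members that are short or share sequence. Wnt receptors had −0.07 (percentile 0.42), with 19 of 24 lower and Fzd7 at 14.5 and 12.5 FPKM, antagonists 0.01 (percentile 64.9) and beta-catenin targets −0.02 (percentile 20.39). Endothelial identity genes had −0.03 (percentile 0.33), nuclear receptor and GR co-factor genes −0.05 (percentile 2.06) and cell cycle genes −0.04 (percentile 2.47). Of 11310 genes, 41 were at least 2-fold higher and 58 at least 2-fold lower, and of 8543 long, unshared genes 1 was higher and 0 lower. This 1 gene, Lars2, is also named by the rule for the control arm, and whether it shares sequence with Rn45s was not tested. Genes named by rank on the higher side were Rps27, Rpl26, Atp6v0c, Hist1h2an, Ndufs5, Snhg9, Rmrp and Bc1, and on the lower side BC002163, AF357399, Atp6v0c-ps2, Rps27rt, Eno1b and H2-L, then Neurl1b (−0.45) and Spata5l1 (−0.41).

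**Figure D4:**
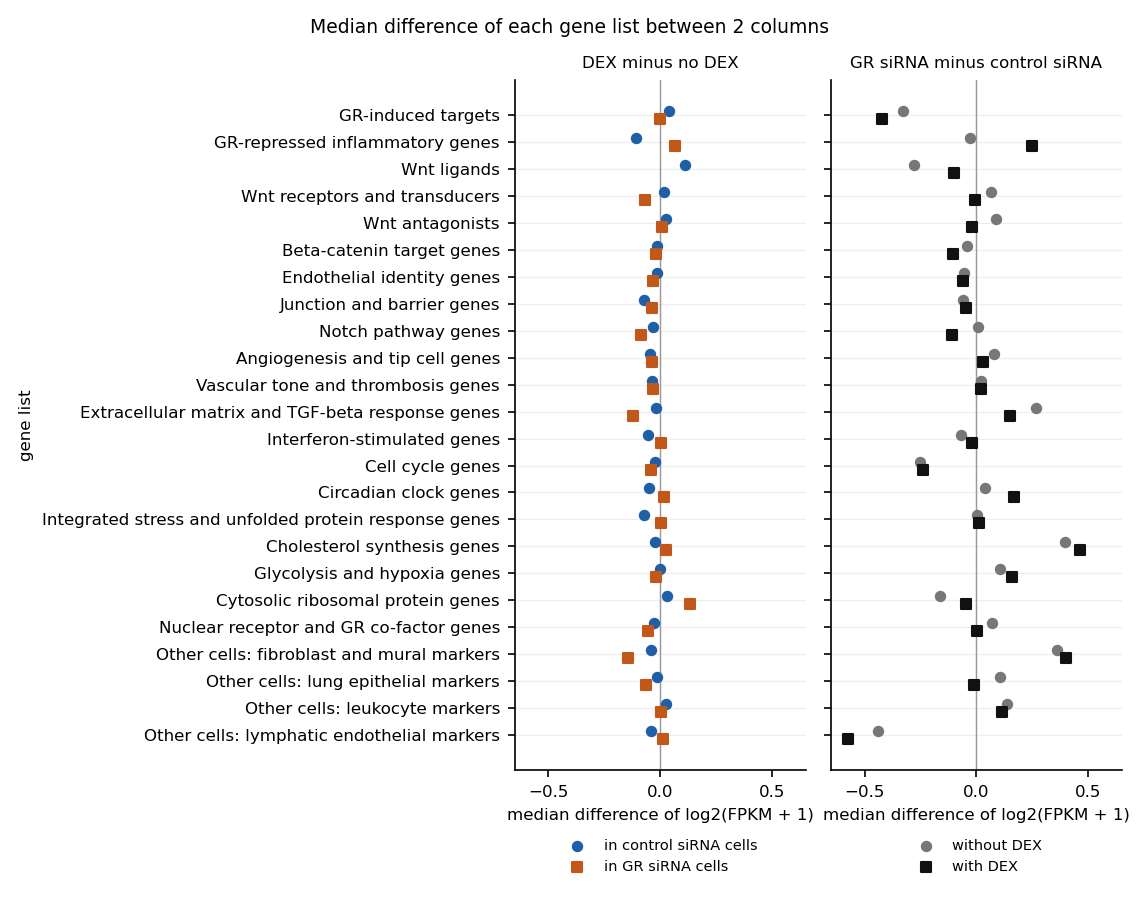
Median difference of log2(FPKM + 1) of the 24 gene lists between 2 columns, without Wnt ligands for DEX in GR siRNA cells (2 members measured): DEX minus no DEX (left; circles in control siRNA cells, squares in GR siRNA cells) and GR siRNA minus control siRNA (right; circles without DEX, squares with DEX). The DEX medians range from −0.14 to 0.13, while with GR siRNA the GR-induced list is at −0.33 and −0.42 and cholesterol synthesis at 0.40 and 0.46.

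The interaction, the DEX difference in GR siRNA cells minus that in control siRNA cells, asks whether reducing GR alters the response to DEX. The inflammatory genes of the GR-repressed list had the highest list median, 0.21 over 16 members (percentile 100), with 13 members above 0. For Il6 the interaction was 0.69, for Ccl2 0.65, for Ccl5 0.52 and for Cxcl10 0.48, with the DEX column the lower one in control siRNA cells and the higher one in GR siRNA cells. With no filter on low values the list median was 0.04. The GR-induced list had a median of −0.05 (percentile 1.64), which was 0.00082 without genes that hold TTCTGAA or TCTGAAA in the 3′ untranslated region. Interferon-stimulated genes had a median of 0.07 (percentile 99.26), ribosomal protein genes 0.12 (percentile 99.24) and Wnt receptors −0.06 (percentile 1.63), with Fzd9 at −0.39. Endothelial identity genes had −0.03 (percentile 1.22) and cholesterol synthesis genes 0.08 (percentile 98.79).

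Over all 11445 genes the interaction was at least 2-fold above 0 for 58 genes and below 0 for 90, but 3 of the 148 were long, unshared genes: Lars2, Mt3 and Tmem190, the last pair at under 2 FPKM in every column and named after the values were seen. The genes named by rank were Rps27, Bc1, Rpl26, Eif3j1, Atp6v0c and Ndufs5 (4.80, 3.39, 3.22, 3.14, 3.08 and 2.55) and BC002163, AF357399, Atp6v0c-ps2, Rps27rt, Eno1b and H2-L (−9.12, −8.77, −5.60, −4.80, −1.81 and −1.59). Rps27 stood at 2310, 2143, 73.6 and 1930 FPKM in the 4 columns and its near-identical copy Rps27rt at 45.7, 99.6, 1623 and 125 FPKM, so the division of reads between such copies is uncertain. The DEX differences of the siRNA arms, which share no column, were nearly unrelated across long, unshared genes, with a Spearman rho of 0.04 and a Pearson r of 0.03 across 8615 genes. Over all 11445 genes r was −0.07 and rho 0.03, with 11 genes 2-fold higher in both arms against 0.222 if independent, 7 lower in both against 0.162, and 24 in opposite directions.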

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

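In this part, the test of shared sequence among genes with longer transcripts was chosen after the result was seen, as was the class of long, unshared genes.

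In 8 of the genes that stand in a list or are named by rank, the column with DEX was at least 1.5-fold higher than that without in one siRNA arm and at least 1.5-fold lower in the other; with 1 column per condition this difference between the arms was not tested. Over all 11445 genes, 39 went in opposite directions in this way. The DEX difference in GR siRNA cells minus that in control siRNA cells was −9.12 for BC002163 (0.06, 12.1, 56.3 and 0.28 FPKM with control siRNA, control siRNA and DEX, GR siRNA, and GR siRNA and DEX) and −8.77 for AF357399 (0, 11.6, 33.5 and 0 FPKM). It was −5.60 for Atp6v0c-ps2 (99.3, 161, 559 and 17.7 FPKM) and −4.80 for Rps27rt (45.7, 99.6, 1623 and 125 FPKM). In the other direction it was 3.39 for the non-coding RNA Bc1 (2.804, 0, 1.87 and 6.91 FPKM), 2.13 for the ribosomal RNA precursor Rn45s (2181, 1139, 577 and 1316 FPKM), 2.05 for Lars2 (630, 346, 153 and 350 FPKM) and 2.01 for the RNase P RNA Rpph1 (18.8, 8.39, 4.81 and 10.1 FPKM). The ratio of Lars2 to Rn45s varied 1.14-fold over the 4 columns, while Rn45s itself varied 3.78-fold. Rn45s had no match in the annotation, so whether Lars2 shares sequence with it was not tested. Counts of long, unshared genes that include Lars2 carry this limit. Rn45s, Lars2 and Rpph1 were all highest with control siRNA and lowest with GR siRNA, so they may not be separate responses.

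The wider pattern was the set of 148 genes whose DEX difference differed at least 2-fold between the arms. Of the 145 matched to the annotation, 51.03% had 50% or more of their 31-mers in another gene, against 4.28% of all tested genes, and 83.45% had a longest transcript under 300 nt, against 1.63%. Short RNAs often lie inside a longer gene and share its sequence for that reason; among the 24 genes of the set with a longest transcript of at least 300 nt, 54.17% shared 50% or more, against 3.45% of 11188 tested genes of that length. Reads split differently between copies would move the sharing partner the other way. Of 64 sharing pairs the partner did so by at least 1.5-fold in 4, all among the 13 pairs whose member has a transcript of at least 300 nt, and it differed by less than 1.5-fold in 59. In these 4 pairs the interaction of the sum was far smaller than that of the member alone, as splitting would give. It was −0.11 for Atp6v0c-ps2 with Atp6v0c, 0.21 for BC002163 with Ndufs5 and 0.35 for Rps27rt with Rps27. For a predicted gene with Rmnd1 it was −0.07. In the other pairs an abundant partner would hardly move, so this splitting stays open for those with such a partner. Not every partner was abundant. Ccnb1ip1, the partner of Rpph1, was 0 FPKM in all 4 columns. Hist1h2ah, the partner of Hist1h2an, was 0.05 to 0.41 FPKM, and the interaction of their sum was 2.43 against 2.40 for Hist1h2an alone. These values argue against splitting with these partners for Rpph1 and Hist1h2an. Splitting with further genes was not tested. Unstable estimates for short transcripts are a candidate explanation for most of the set, given the 83.45%. A DEX response lost after GR siRNA could not be judged: of the 3 long, unshared genes in the set, 2 had the larger DEX difference in control siRNA cells, which is too few to decide.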

How the results depend on the processing

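Leaving out short or sequence-sharing genes, and leaving out genes with a TTCTGAA or TCTGAAA 3′ match, were alternatives added after the data were seen; the others were set before. No paired analysis was possible because the columns carry no replicate number, and leaving out replicates or blocking on them, set before the data were examined, was not run. Of 1211 values compared with an alternative, 1103 moved by little, 102 moved further and 6, all medians in the outer 5% of random lists, changed sign. The values that moved little or further include 49 other changes of sign, 38 of them small, in values outside that class. Of 258 values of single named genes 38 moved, all with a pseudocount of 0.1, and 0 changed sign. Neither rescaling moved the split of higher and lower genes by over 10 percentage points, and the median of ratios factors lay between 0.9991 and 1.0008, so that rescaling says little. Except where the setting itself removes or adds genes, the cause was not tested. Depth limits the low values most in the control siRNA column.

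The counts of genes 2-fold apart without and with DEX, 170 and 153 for GR siRNA, were 274 and 266 with a pseudocount of 0.1, 555 and 565 at 1.5-fold, 91 and 90 at 3-fold, and 50 and 47 without short or sequence-sharing genes. That last setting left 1 of 94 genes for DEX in control siRNA cells, 1 of 99 for DEX in GR siRNA cells and 3 of 148 for the interaction. The Nr3c1 differences of −1.26 and −1.28 became −1.39 and −1.41 with a pseudocount of 0.1.

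List medians moved under several settings. For Wnt ligands without DEX (−0.28) the median was −0.54 with a pseudocount of 0.1 and 0.0247 with no filter. For Wnt antagonists it was −0.0231 (no filter), 0.19 (5 FPKM) and −0.0736 (no 3′ match) without DEX, against 0.09. With DEX it was 0.13 (5 FPKM), 0.15 (upper quartile) and −0.17 (no 3′ match), against −0.02. GR-repressed genes without DEX (−0.03) had 0.0912 at 5 FPKM and 0.0912 without 3′ matches; with DEX (0.25) they had 0.0454 with no filter and 0.58 without 3′ matches. Their interaction (0.21) was 0.0447 with no filter, and their DEX difference in GR siRNA cells (0.07) was 0.17 without short or sequence-sharing genes. GR-induced targets with DEX (−0.42) had −0.30 without short or sequence-sharing genes, and their interaction (−0.05) was 0.00082 without 3′ matches.

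Among medians in the outer 5% of random lists, the sign also changed for glycolysis genes without DEX at 5 FPKM (−0.0068), for clock genes with DEX at 5 FPKM (−0.018) and without short or sequence-sharing genes (−0.018), and for fibroblast and mural markers with DEX in GR siRNA cells without short or sequence-sharing genes (0.0060) and without 3′ matches (0.022).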

Other observations

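In this part, the tests of library scaling, of GR activity without DEX, of base composition and of loss of GR-induced transcription were chosen after the result was seen.

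Outside the lists, the following genes were at least 1.5-fold apart in both DEX states; they were chosen by hand after their values were seen. Gpihbp1, which anchors lipoprotein lipase to capillary endothelium, was 353 FPKM with control siRNA and 169 FPKM with GR siRNA, and 357 and 181 FPKM with DEX. Igfbp5 was 379 against 178 FPKM and 355 against 177 FPKM, and the receptor tyrosine kinase Kit was 12.1 against 6.16 FPKM and 10.7 against 5.07 FPKM. On the higher side, the taurine transporter Slc6a6 was 13.99 against 34.3 FPKM without DEX and 13.8 against 33.7 FPKM with DEX. Thrombospondin 2 (Thbs2) was 47.3 against 100 FPKM and 49.3 against 106 FPKM, the cytokine Tslp was 3.74 against 8.92 FPKM and 3.95 against 10.2 FPKM, and epoxide hydrolase Ephx1 was 8.48 against 18.4 FPKM and 9.06 against 20.5 FPKM. The matrix protease Mmp2 (26.8 against 44.3 FPKM without DEX) and the laminin chain Lamc1 (56.2 against 89.7 FPKM without DEX) went with the matrix list.

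The first hypothesis is that GR was already active in these cultures before DEX was added, for example through steroids in serum. It arose from the GR-induced targets, which were lower with GR siRNA without DEX and near 0 with DEX in control siRNA cells, so these genes do not test it. Genes that GR represses would then be higher with GR siRNA without DEX. Their median was −0.03 with 7 of 15 members higher. It was 0.0912 at 5 FPKM and 0.0912 without 3′ matches, so its sign depends on the setting and it does not decide. The tables argue against library scaling as the cause, since 1 factor per column moves all genes alike and the GR-induced median was −0.3163 relative to that of all 11325 tested genes. DEX that was absent or inactive in the columns with DEX cannot be told apart from a response already at its limit: the DEX differences of the siRNA arms had a rho of 0.03963, which either would give. Some list medians went against absent DEX. In control siRNA cells 13 of 15 GR-repressed genes were lower with DEX (percentile 0.02) and the GR-induced list lay at percentile 99.55. The GR-repressed interaction was above 0 in 13 of 16 members (percentile 100). That interaction contains the same control siRNA differences, so it adds no separate support. Its median of 0.21 was 0.0447 with no filter. Other lists, such as stress response genes (percentile 0), were as extreme, and without replicates these medians do not exclude absent DEX. The free steroid in the medium was not measured here.

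The second hypothesis concerns genes lower with GR siRNA in both DEX states, some of which may be silenced directly by the siRNA through a seed match in the 3′ untranslated region, as siRNAs are known to do. Of 16082 7-mers, TCTGAAA (1351 regions) had the lowest z of the GR siRNA difference in both states, −14.6 without DEX and −13.98 with DEX. For DEX in control siRNA cells the z of TCTGAAA was −1.26. The highest z of the GR siRNA difference, 4.68 and 5.06, belonged to TTACAAA in both states. The next highest were 3.83 and 3.80, so the TTACAAA values are no plain background level, and their cause was not tested. The scan of the DEX difference in GR siRNA cells, where both columns had the same siRNA, reached a lowest z of −6.78, for TTTTTTT, so z of that size also arises without an siRNA difference. The 7-mer one base upstream, TTCTGAA, belongs to the same 8-mer TTCTGAAA, and genes with the 8-mer had a median of −0.14 and −0.13, with 5.15% of 583 genes at least 1.5-fold lower in both states, against 0.01 and 0.01 and 0.961% of 3747 genes with none of its 6-mer core. The tables argue against length or base composition of the region as the whole cause, since the lowest z among 417 7-mers of the same bases in another order was −3.978; overlapping 7-mers were left out of these after CTGAAAT, which shares 6 bases in a row with the 8-mer, was seen at −7.34 without DEX. Loss of transcription that GR induces also stays open for a part of these genes. The 135 long, unshared genes at least 1.5-fold lower in both states held 6 of 22 GR-induced list members, against 0.345 if independent. This count restates the lower GR-induced list and is no separate test. Of the 6, Ddit4 carries TCTGAAA, while Fkbp5, Tsc22d3, Per1, Zbtb16 and Lcn2 carry neither 7-mer.

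The siRNA sequence is not given in the sources used here. The longest coding transcript of Nr3c1 (6436 nt) holds TTCTGAAA at positions 1251 to 1258 and 1701 to 1708, in the coding sequence of exons 2 and 5 (chromosome 18, 39486095 to 39486102 and 39422692 to 39422699, minus strand), and its 3′ untranslated region holds no match to the 8-mer. Among long, unshared genes with a searched region, 66 of 130 lower in both states carried TTCTGAA or TCTGAAA, against 34 of 123 higher in both and 2649 of 8387 in all. Without genes that carry such a match, the median GR siRNA difference without DEX was −0.39 for GR-induced targets, −0.23 for cell cycle genes and 0.47 for cholesterol synthesis genes. Serinc3 (521 against 264 FPKM), Atp5b (941 against 610 FPKM) and Ednrb (607 against 310 FPKM without DEX) are abundant genes with the 8-mer.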
